A study of Mus musculus with 83 samples. Its data were reported in "RNA Polymerase II transcription independent of TBP in murine embryonic stem cells" (2023).

How the data were processed

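The series holds 83 CUT&Tag samples of mouse embryonic stem cells for TBP, the TAF1 and TAF4 subunits of TFIID, TFIIA, HA-tagged TRF2, Pol II, Pol III and IgG. Count tables cover the 24 Pol II libraries of C64 and B8, and the other samples enter here only through their read numbers. The deposited count tables hold read counts per gene, which the authors made with featureCounts from Bowtie2 alignments to mm10 (GRCm38), keeping PCR duplicates and subsampling each run to a fixed number of reads. Counting covered the whole gene without regard to strand, so reads over overlapping or antisense genes are not separated. There are 27752 genes in the C64 tables and 55367 in those of B8. The study states that pseudogenes were taken out, but the C64 tables still hold genes named as such (Mid1-ps1, Cyp2c52-ps). Columns present in more than 1 table were compared over 27752 genes (16 column pairs, 0 different) and used once. The submitters' notes also name FastQC, bedtools and deepTools, with no versions used here.

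The deposited normalization table holds other values, namely read numbers of the genome and of the spike-in genome (E. coli in runs 2 and 3, Drosophila in runs 6 to 9) and factors that the authors formed from them. It has rows for 82 of the samples; 6 further rows could not be tied to a sample and are not used here, and 1 sample has no row. The deposited lists of genes with and without a TATA box are other data too. The TATA list holds gene symbols (5348, of which 5265 are in the tables). The TATA-less list holds transcript accessions (27471, of which 27255 or 99.2% could be matched to a symbol, with 18100 symbols in the tables). The 14 genes in both lists were left out of both, which leaves 18086 TATA-less genes.

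Differential occupancy was tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, filterByExpr with a minimum count of 20, the quasi-likelihood F test and a Benjamini-Hochberg threshold of 0.05. edgeR's likelihood-ratio test and DESeq2 1.42.0 were run beside it. The standard errors are Wald errors of the unshrunk coefficients, and a gene is called bounded within 2-fold when its 95% interval is. TMM scaling removes a change shared by all genes. Such a bound is therefore relative to the other genes and does not bound a shared change in Pol II. Interactions were fitted jointly over the groups concerned, and the fit across contexts estimated 1 IAA effect with each context (C64 run 2, heat shock, C64 run 3, retinoic acid, B8 run 6, B8 run 8) as a block. Comparisons of B8 with C64 used the genes of the C64 tables. The 22 gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with camera at an estimated correlation and with fry, and each list's members were also adjusted over the list alone. The translation list holds translation factors and other highly expressed genes that are not, such as Npm1, Nap1l1, Ncl and Hnrnpa1. TATA and TATA-less genes were compared in the same way.

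Groups, comparisons, tests and gene lists were chosen before the data were examined, as were the alternatives apart from those named as later. Genes are named by rule: up to 10 in each direction with the largest change among those past the threshold whose libraries do not overlap in CPM (5 for interactions and contexts), the 5 smallest p in a direction where fewer than 5 pass, up to 4 members per list past the threshold, and genes named in the study's text. The text prints a part of the genes this gives, and some are not reported here. Whether replicate numbers pair the samples was tested from residual correlations. In run 3 same-numbered libraries were positively correlated in all 6 pairs of groups, so fits with the number as a block are given beside those without. In B8 the 4 numbered pairs had correlations of 0.294 to 0.500, but within run 6 alone the value was -0.0554 and within run 8 alone 0.0011, so run was used as the block for IAA in B8, fits with the B8 numbers are given only as alternatives, and the blocked fit across contexts takes blocks in runs 2 and 3. With blocks few residual degrees of freedom remain and the spread is taken mostly from all genes together, which makes the smallest p of these fits depend on that shared spread. The count columns of run 2 carry no replicate number, but their names fall into 2 sets, with and without a 2 after the condition. Libraries of the same set were positively correlated in all 6 pairs of groups (0.109 to 0.497), so fits with the set as a block were added after the data were seen. With 2 libraries per group the values of unlike numbers or sets are mirror images and add nothing. Which numbered sample each of these columns is stays open.

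Replicates of C64 had correlations of log2 CPM of 0.940 to 0.977. In B8, control library run6_rep2 stood apart (0.847 to 0.892 with the other B8 controls, which had 0.938 to 0.980 among themselves, and 11.8% of its reads in gene types left out, against 4.34 to 6.42% in the others). No pair of libraries was a copy: the spread between libraries over that of counting error was at least 1.36. Labels do not state that replicates are separate cultures, though the study calls them biological, so p-values measure the spread between these samples. Reads carry no molecular identifiers, so intervals on counts cover counting error only. The labels and the study differ in the dose of retinoic acid, which is not given.

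The procedure was tested on simulated data built from these libraries, with 200 genes changed by 2-fold or 4-fold. Of 2-fold changes it recovered 67% for 6 h IAA, 19.4% for 16 h, 31.6% for heat shock, 25% for heat shock under IAA, 17.2% for IAA under heat shock, 14.1% for retinoic acid, 10.1% for retinoic acid under IAA, 7.07% for IAA under retinoic acid, 17.3% for B8 against C64, 49.5% for B8 IAA and 93.9% across contexts. Of 4-fold changes it recovered 99.0%, 87.9%, 95%, 96%, 86%, 87.8%, 89.9%, 74.5%, 87%, 99.0% and 100% in the same order. For the interactions the shares at 2-fold and 4-fold were 4.04% and 71.4% (heat shock), 1.05% and 37% (retinoic acid), 2.02% and 59% (duration) and 35.1% and 85.9% (line). With blocks they were 80% and 100% for 16 h IAA, 65.7% and 100% for retinoic acid, 75% and 98.0% for IAA under retinoic acid, 66.7% and 99% for retinoic acid under IAA, 73.5% and 99% for 6 h IAA, 54.5% and 98% for heat shock, 64.2% and 94.9% for IAA under heat shock, 58% and 100% for heat shock under IAA and 80.8% and 100% for B8 IAA. Among unchanged genes it called 20 for 6 h IAA (beside 67 and 98 recovered at 2-fold and 4-fold), 14 for IAA under retinoic acid (beside 7 and 73), 10 for the interaction with heat shock, 11 for B8 against C64 and 1 to 11 elsewhere without blocks, and 4 to 16 with blocks, so false calls exceeded a share of 5% in several comparisons. Intervals covered the set value in 94.7 to 95.5% of genes, and in 91.9 to 98.5% of changed genes. These shares hold for the simulated spread. Real libraries shared residuals between groups (0.109 to 0.497 in run 2 and 0.422 to 0.627 in run 3). How well intervals without a block cover under such sharing was not tested.

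Alternatives were the other tests, scaling by library totals or by RLE, a minimum count of 10 and no filter. Others were blocks, single B8 runs, joint fits of a run, and leaving out each library. In run 3 only, spike-in factors were tried too, formed here from the deposited genomic and spike-in read numbers and not taken from the authors. Odds ratios came from logistic models with log2 CPM and log2 gene length. SnoRNA-hosting genes were taken from GENCODE vM21 on GRCm38, whose positions overlap those of the tables for 53124 of 53181 shared symbols. Spike-in ratios were tested by exact permutation. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, tests of ratios used scipy 1.17.1 and figures matplotlib 3.10.9. Peaks, coverage tracks and reads were not analysed here.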

Results

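Pol II occupancy was measured by CUT&Tag, in which an antibody directs a transposase that inserts sequencing adapters around its target, in mouse embryonic stem cells whose TATA-binding protein (TBP) is degraded when indole-3-acetic acid (IAA) is added. C64 cells carry the degron on TBP, and B8 cells are C64 cells in which Tbpl1, the gene of the TBP paralog TRF2, was deleted. The count tables hold 24 Pol II libraries: 2 each of C64 control and 500 µM IAA for 6 h (run 2), of a 30 min heat shock (42 °C) without and with IAA (run 2), of control and IAA for 16 h (run 3) and of 16 h retinoic acid without and with IAA (run 3), and 4 each of B8 control and B8 IAA for 6 h (2 from run 6 and 2 from run 8). Reads assigned to genes ranged from 3854622 to 5056322 per C64 library, from 900651 to 1157308 in B8 run 6 and from 2330887 to 2523832 in B8 run 8. All changes are log2 fold changes ± standard error with the Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test, and levels are CPM, counts over the TMM-scaled library size, as mean ± standard deviation.

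Tbpl1 carried 4 and 0 counts in B8 IAA run 6, 10 and 9 in B8 IAA run 8, 1 and 4 in B8 control run 6 and 9 and 6 in B8 control run 8. In C64 it carried 29 and 75 in control run 2, 43 and 56 in IAA run 2, 53 and 34 in heat shock, 49 and 48 in heat shock with IAA, 45 and 43 in control run 3, 44 and 40 in IAA run 3, 56 and 43 in retinoic acid and 50 and 48 in retinoic acid with IAA. Its level was 0 to 4.37 CPM in the B8 libraries and 6.23 to 16.0 CPM in the C64 libraries. Tbp itself, whose protein and not its gene is removed by IAA, lay at 25.6 to 51.1 CPM in B8 and 21.8 to 44.9 CPM in C64.

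Which genes lose or gain Pol II after 6 h of IAA in C64? Pol II fell over 7 genes and rose over 0 of 16157 tested, and 354 genes had an unadjusted p under 0.05. The deepest losses were those of 1110038B12Rik, a non-coding gene that hosts small nucleolar RNAs (-2.58 ± 0.32, adjusted p = 0.0296, 12.9 ± 1.42 against 76.9 ± 37.6 CPM, chromosome 17, 34950238 to 34952471) and the kinase-like gene Dipk1b (-2.03 ± 0.20, 0.00747, chromosome 2, 26628457 to 26636497). Among abundant genes Pol II fell over the constitutive Hsp70 chaperone Hspa8 (-1.73 ± 0.15, 0.00394, 163 ± 0.533 against 540 ± 77.3 CPM, chromosome 9, 40800984 to 40810087) and the poly(A)-binding protein gene Pabpc4 (-1.68 ± 0.14, 0.00394, chromosome 4, 123262351 to 123298925). The others were the vesicle GTPase gene Rab26 (-1.45 ± 0.16, 0.0125, chromosome 17, 24527241 to 24534210), the sorting nexin gene Snx5 (-1.32 ± 0.15, 0.0161, chromosome 2, 144250123 to 144270906), and the Golgi sulfate-donor transporter gene Slc35b2 (-1.11 ± 0.14, 0.0361, chromosome 17, 45563874 to 45567671). Dipk1b shares 7178 bases with Gm20532 on the same strand and Rab26 shares 698 bases with Traf7, so the reads of these pairs cannot be assigned to either gene with certainty.

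With all 4 libraries and no block no gene passed the threshold upward after 6 h, while 4 did without IAA a and 1 without IAA b. The 5 with the smallest p were the ecto-nucleotidase gene Nt5e (0.74 ± 0.16, adjusted p = 0.582), the kinesin gene Kifc1 (0.63 ± 0.18, 1), Trim67 (0.67 ± 0.19), 9630013D21Rik (1.21 ± 0.36) and Zfp541 (0.83 ± 0.25). Actb (-0.41 ± 0.32), Gapdh (-0.51 ± 0.21), Myc (-0.40 ± 0.20) and Tbpl1 (-0.07 ± 0.40) had an adjusted p of 1, and the translation initiation helicase gene Eif4a2 stood at -0.99 ± 0.21 (0.469). Of the lists fixed beforehand, 1 of 22 genes of the translation list passed (Pabpc4, 8 lower when adjusted over the list alone, camera adjusted p = 2.4e-25, adjusted p = 0.390 with an estimated correlation). So did 1 of 19 snoRNA host genes (5 over the list alone, 2.4e-13, adjusted p = 0.657 with an estimated correlation) and 1 of 23 heat shock chaperones (Hspa8, 3 over the list alone, 1.8e-04, adjusted p = 0.546 with an estimated correlation). Ribosomal protein genes had 0 of 75 past the threshold (2 lower over the list alone) and a median of -0.33 (camera adjusted p = 2.1e-26, adjusted p = 0.664 with an estimated correlation). The 95% interval of 84.6% of tested genes lay within 2-fold of no change relative to the other genes. edgeR's likelihood-ratio test called 0 higher and 29 lower, DESeq2 0 higher and 27 lower, and the joint fit of the run's 4 groups 0 in all.

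The count columns of run 2 carry no replicate number but fall into 2 sets by name, and libraries of the same set shared their residuals (correlations of 0.109 to 0.497 over 16961 genes for the 6 pairs of groups). With the set as a block, a fit chosen after the data were seen, 18 genes rose and 175 fell after 6 h, all 7 of the unblocked calls among them. Dipk1b (-2.03 ± 0.14, adjusted p = 8.5e-44), Rps9 (-1.25 ± 0.12, 6.7e-24), Rfc4, a clamp-loader gene (-1.08 ± 0.11, 3.6e-21), Hsp90ab1 (-1.06 ± 0.09, 3.0e-26), Pabpc1 (-1.03 ± 0.10, 1.7e-21), Eif4a2 (-0.96 ± 0.10, 2.5e-20), Taf1d (-0.67 ± 0.09, 3.2e-11), Tet2 (-0.54 ± 0.09, 1.3e-06), Gapdh (-0.49 ± 0.10, 2.3e-04) and Actb (-0.42 ± 0.10, 0.00705) fell. Nt5e (0.74 ± 0.14, 2.4e-05), Trim67 (0.67 ± 0.17, 0.0079), Kifc1 (0.63 ± 0.16, 0.00712) and the SUMO protease gene Senp3 (0.63 ± 0.13, 2.3e-04) rose. By list 26 of 75 ribosomal protein genes (38 over the list alone, camera adjusted p = 2.8e-39, adjusted p = 0.688 with an estimated correlation), 10 of 22 genes of the translation list (15 over the list alone), 9 of 19 snoRNA host genes (10 over the list alone, 1 other higher), 4 of 23 heat shock chaperones and 3 of 24 pluripotency genes fell (0.688 with an estimated correlation for these too).

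Are the genes that lose Pol II after 6 h also lower in the other contexts? The 7 genes had values below 0 in all 35 estimates available for 16 h IAA, heat shock, retinoic acid and the B8 runs, with a median of -1.54. The 29 genes of the likelihood-ratio test were below 0 in 138 of 139 estimates (median -0.90). Of the 7, 6 were also among the 21 that fell in B8, where 0.0116 would be shared if the calls were independent over 12684 genes; these comparisons have no library in common.

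Does 16 h of IAA do more than 6 h? After 16 h, Pol II over Slc2a1, the glucose transporter gene, stood at -1.13 ± 0.17, over the nucleotide kinase gene Ak4 at -1.10 ± 0.22, over the lysosomal protease gene Ctsl at -1.37 ± 0.28, over 1110038B12Rik at -2.32 ± 0.36 and over Snx5 at -1.31 ± 0.26. The smallest p upward were those of Lzic (1.22 ± 0.25), Got1l1 (0.82 ± 0.19), the thiamine transporter gene Slc19a2 (0.78 ± 0.19), Zfp39 (1.12 ± 0.28) and the anoctamin gene Ano3 (0.74 ± 0.19). All had an adjusted p of 0.999: edgeR's quasi-likelihood test called 0 of 16349 genes, with 319 at an unadjusted p under 0.05, the likelihood-ratio test 2 and DESeq2 4. Run 3 libraries with the same replicate number shared their residuals (correlations of 0.422 to 0.627 over 17032 genes for the 6 pairs of groups). With the replicate number as a block, 120 genes rose and 233 fell. The strongest falls were 1110038B12Rik (-2.30 ± 0.24, 5.7e-20), Hspa8 (-2.05 ± 0.12, 2.3e-63), Dipk1b (-1.79 ± 0.19, 1.2e-18), Pabpc4 (-1.68 ± 0.12, 9.0e-44) and the methylation-cycle gene Ahcy (-1.60 ± 0.19, 3.0e-14). Next came the small GTPase gene Rhob (-1.48 ± 0.42, 0.0223), Ctsl (-1.38 ± 0.14, 7.0e-19), Pabpc1 (-1.33 ± 0.12, 5.8e-24) and Snx5 (-1.32 ± 0.11, 1.3e-26). Slc2a1 (-1.13 ± 0.11, 7.7e-21), Hsp90ab1 (-1.24 ± 0.11, 7.6e-24), the clamp-loader gene Rfc4 (-1.18 ± 0.12, 1.1e-18), Eif4a2 (-0.99 ± 0.12, 2.3e-14) and the histone chaperone gene Nap1l1 (-0.98 ± 0.11, 1.3e-15) also fell. Lzic (1.22 ± 0.25, 1.7e-04), the ATP synthase gene Atp5a1 (1.21 ± 0.20, 5.6e-07), the nucleotide-synthesis gene Prps2 (0.00314) and Adcy4 (0.97 ± 0.20, 3.1e-04) rose.

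In that blocked fit p53 targets rose (8 of 16, 10 over the list alone, camera adjusted p = 4.3e-15, adjusted p = 0.688 with an estimated correlation), among them Trp53inp1 (0.73 ± 0.13, 7.3e-06), the apoptosis gene Bax (0.71 ± 0.19, 0.0113), the cell-cycle inhibitor gene Cdkn1a (0.71 ± 0.13, 2.4e-05) and Eda2r (0.71 ± 0.12, 3.8e-07). Of the pluripotency genes 4 of 25 fell (6 over the list alone, camera adjusted p = 6.7e-07, adjusted p = 0.688 with an estimated correlation): the demethylase gene Tet2 (-0.68 ± 0.11, 5.6e-07), Tdh (0.0199), Tfcp2l1 (-0.46 ± 0.11, 0.00447) and Nr5a2 (-0.39 ± 0.11, 0.028). So did 7 of 22 genes of the translation list (11 over the list alone), 7 of 74 ribosomal protein genes (13 over the list alone, adjusted p = 0.688 with an estimated correlation for both lists), 4 of 23 heat shock chaperones and 2 of 35 general transcription factors and TAFs, Taf9b (-0.69 ± 0.19, 0.0186) and Taf1d (-0.66 ± 0.11, 9.6e-07). The duration by IAA interaction called 0 of 16879 genes by the quasi-likelihood test and 0 by the likelihood-ratio test (186 at an unadjusted p under 0.05), with blocks in both runs 3 genes were higher and 4 lower, and without them 49.3% of genes had a 95% interval within 2-fold, so differences between durations are poorly bounded; duration is also confounded with run. Spike-in factors formed here from the deposited read numbers, which are not the authors' factors, moved the median of all genes after 16 h to -0.22.

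What does heat shock do to Pol II with TBP present? Pol II rose over 256 genes and fell over 238 of 16332 tested (2616 at an unadjusted p under 0.05, likelihood-ratio test 408 higher and 384 lower, DESeq2 259 and 300). Among the strongest rises were the chaperone genes Hsph1 (4.06 ± 0.27, adjusted p = 1.2e-06, 1480 ± 379 against 88.6 ± 2.14 CPM), Hspa1a (3.28 ± 0.55, 0.00345), Hspa1b (2.81 ± 0.31, 3.1e-04) and Hspb8 (2.30 ± 0.29, 7.3e-04). Pol II also rose over the adhesion gene Icam1 (3.56 ± 0.25, 1.2e-06), the cytokine-signal suppressor gene Cish (2.48 ± 0.61, 0.0334), AU018091 (2.48 ± 0.35, 0.00149), the iron-sulfur scaffold gene Nfu1 (2.33 ± 0.27, 5.2e-04), the zinc transporter gene Slc30a2 (2.29 ± 0.39, 0.00506) and the replication protein gene Rpa3 (2.28 ± 0.63, 0.0446). Hspa1a and Hspa1b are near-identical copies, so their separate values are uncertain. The strongest falls were Sh3bgrl (-2.34 ± 0.35, 0.00208), Snx5 (-2.26 ± 0.31, 0.00138), Toporsl (-2.19 ± 0.60, 0.0487), Nlrp4f (-2.08 ± 0.40, 0.00914) and the gamma-tubulin complex gene Tubgcp5 (-2.04 ± 0.27, 0.00113). Others were Cdk12, whose kinase phosphorylates the Pol II tail (-1.97 ± 0.34, 0.00625, 140 ± 94.3 against 549 ± 10.6 CPM), the splicing-kinase gene Srpk3 (0.00938), Myef2 (-1.91 ± 0.31, 0.00454), Cd2ap (-1.89 ± 0.26, 0.00138) and the acetylcholine receptor gene Chrnb2 (-1.86 ± 0.32, 0.00506).

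Heat shock chaperones rose as a list (13 of 25, 16 over the list alone, median 1.20, camera adjusted p = 1.4e-23, adjusted p = 0.546 with an estimated correlation), with Stip1 at 2.04 ± 0.25 (6.7e-04), Dnajb1 at 1.81 ± 0.30 (0.00454) and Hsp90aa1 at 1.20 ± 0.26 (0.0194). DNA replication genes rose too (9 of 18, 11 over the list alone, 4.3e-10, adjusted p = 0.546 with an estimated correlation): the helicase genes Mcm3 (1.56 ± 0.24, 0.00304) and Mcm5 (1.41 ± 0.26, 0.00838), Rpa2 (1.32 ± 0.24, 0.00767) and the origin gene Orc1 (1.19 ± 0.22, 0.00831). Also higher were 3 of 16 p53 targets (Pmaip1 2.24 ± 0.37, 0.00447, Phlda3 1.45 ± 0.34, 0.0256, Cdkn1a 1.01 ± 0.23, 0.0253) and 3 of 26 pluripotency genes (Dppa4 1.58 ± 0.28, 0.00682, Tfcp2l1 1.41 ± 0.25, 0.00681, Klf5 1.22 ± 0.25, 0.0143), as were 2 of 17 immediate-early and stress genes (Klf6 0.011, Atf3 1.30 ± 0.24, 0.00831) and 2 of 9 neuroectoderm and epiblast markers (Otx2 1.22 ± 0.30, 0.0371, Nes 1.07 ± 0.24, 0.0242). Pol II fell over 11 of 75 ribosomal protein genes (34 over the list alone, Rps16 -1.56 ± 0.28, 0.00681, Rpl22 -1.33 ± 0.23, 0.00607) and 8 of 20 snoRNA host genes (13 over the list alone, Snhg8 -1.74 ± 0.41, 0.0262, Snhg4 -1.44 ± 0.27, 0.00831). The same held for 6 of 22 genes of the translation list (12 over the list alone, Eef1g -1.67 ± 0.26, 0.00345, Eif4a2 -1.51 ± 0.28, 0.00786) and 1 of 35 general transcription factors and TAFs (Taf9b -1.28 ± 0.33, 0.0447). With the sets of run 2 as a block 650 genes rose and 723 fell, the 494 among them, with Hsph1 at 4.04 ± 0.26 (3.3e-40), Icam1 at 3.54 ± 0.24 (2.1e-39), Snx5 at -2.35 ± 0.25 (1.8e-15) and Cdk12 at -2.14 ± 0.24 (2.1e-14). Then 15 of 25 chaperones, 11 of 18 DNA replication genes and 8 of 26 pluripotency genes were higher (1, 1 and 0 lower), and 26 of 75 ribosomal protein genes, 10 of 20 snoRNA host genes and 8 of 22 genes of the translation list lower.

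Is the heat shock response kept when TBP is depleted? With IAA present, heat shock raised Pol II over 115 genes and lowered it over 116 of 16486 (2737 at an unadjusted p under 0.05, likelihood-ratio test 335 and 430, DESeq2 166 and 281). Hsph1 (3.78 ± 0.29, 7.3e-05), Icam1 (3.55 ± 0.25, 4.0e-05), Hspa1a (3.38 ± 0.50, 0.00642) and Hspa1b (3.14 ± 0.35, 0.00137) rose, as did the transcription factor genes Stat3 (2.38 ± 0.29, 0.00395, 1017 ± 57.8 against 196 ± 24.9 CPM) and Irf1 (2.38 ± 0.26, 0.00137), the clathrin gene Cltb (2.12 ± 0.31, 0.00934) and the Cajal body gene Coil (2.10 ± 0.29, 0.00747). Pol II fell over Cdk12 (-2.17 ± 0.35, 0.0144) and the melanosome exchanger gene Slc24a5 (-2.29 ± 0.40, 0.0163), which shares 4050 bases with Myef2 (-2.10 ± 0.37, 0.0177). It fell too over the antimicrobial peptide gene Leap2 (0.0163), the monoamine oxidase gene Maoa (0.00977), the splicing gene Rbm39 (-1.86 ± 0.40, 0.04) and the snRNA gene Rnu12 (-1.65 ± 0.38, 0.0446). Chaperones (12 of 24, 17 over the list alone, camera adjusted p = 3.4e-26, adjusted p = 0.390 with an estimated correlation) and DNA replication genes (5 of 18, 12 over the list alone, 1.1e-08, adjusted p = 0.546 with an estimated correlation) rose again. All 492 genes called without IAA that were measured with it moved in the same direction there. In both, 99 genes rose and 84 fell, where 1.82 and 1.72 would be shared if the calls were independent; no library is in both comparisons. With the sets of run 2 as a block 628 genes rose and 981 fell with IAA present, 17 of 24 chaperones and 11 of 18 DNA replication genes being higher and 1 of each lower. Of 1362 genes called without IAA in that fit 1352 had the same direction with it and 10 the other.

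**Figure D1:**
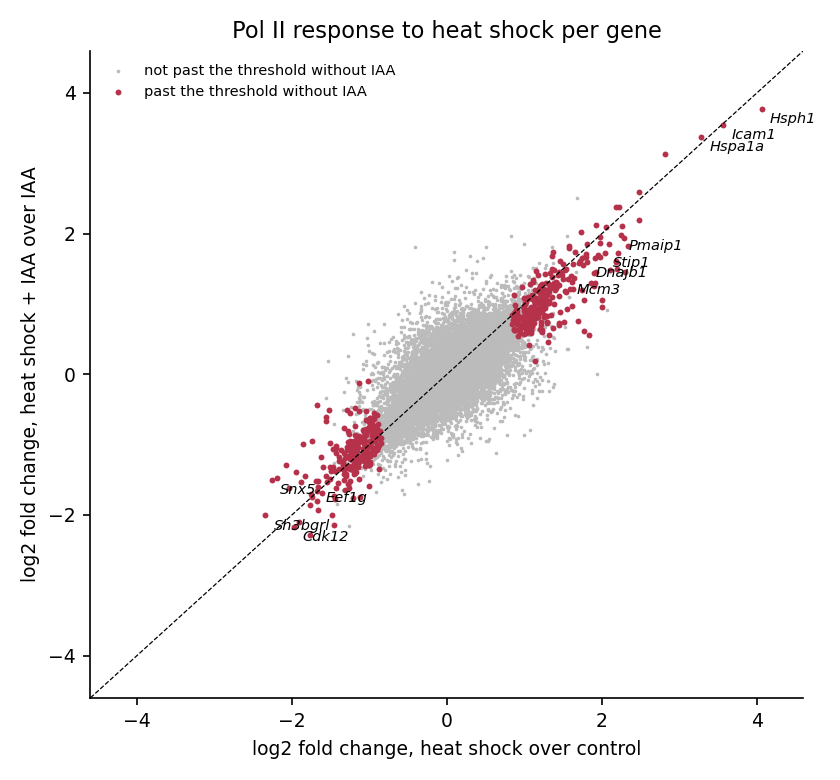
Heat shock log2 fold change of each of 16096 genes with IAA against that without IAA, red points being genes past the threshold without IAA and the dashed line equality. The correlation over all genes is 0.745 and over called genes 0.974.

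Which genes differ between heat-shocked cells with and without IAA? edgeR's quasi-likelihood and likelihood-ratio tests and DESeq2 called 0 of 16628 genes, with 160 at an unadjusted p under 0.05, and 62.7% of genes were bounded within 2-fold, all without a block. The smallest p belonged to Rps12 (-1.42 ± 0.30, adjusted p = 1), 2700038G22Rik (-1.06 ± 0.26), the calcium-binding chaperone gene Calr (-0.96 ± 0.24), Peg10 (-1.08 ± 0.29) and 1110038B12Rik (-1.54 ± 0.41) downward. Upward they were Zfp804a (1.17 ± 0.33), Khk (1.09 ± 0.32), Rnf144a (0.95 ± 0.27), Bhlhe41 (1.81 ± 0.53) and Fam120c (0.85 ± 0.25). With the sets of run 2 as a block 15 genes rose and 93 fell: 1110038B12Rik (-1.58 ± 0.24, 6.8e-08), Dipk1b (-1.49 ± 0.23, 1.2e-07), Rps12 (-1.42 ± 0.26, 2.1e-05), the polyamine enzyme gene Odc1 (-1.14 ± 0.17, 6.6e-08), Rps9 (-1.12 ± 0.17, 1.2e-07), Calr (-0.96 ± 0.14, 4.3e-08), Pabpc4 (-0.92 ± 0.14, 1.6e-07), Hspa8 (-0.85 ± 0.10, 8.2e-13), Hsph1 (-0.66 ± 0.09, 1.0e-10) and Hsp90ab1 (-0.62 ± 0.11, 1.5e-05) fell, and Arhgef6 (1.95 ± 0.48, 0.00914), Hoxc12 (1.26 ± 0.33, 0.0274), Fam120c (0.85 ± 0.20, 0.00803) and Senp3 (0.67 ± 0.16, 0.00877) rose. In that fit 9 of 74 ribosomal protein genes (27 over the list alone) and 5 of 22 genes of the translation list (14 over the list alone) were lower. The heat shock by IAA interaction called 0 of 16961 genes (121 at an unadjusted p under 0.05, likelihood-ratio test 0; with the block 0 passed and 250 had an unadjusted p under 0.05), with 43.8% bounded within 2-fold. In that interaction the heat shock effect on Hspa1a differed by 0.13 ± 0.91 between cells with and without IAA. The effect on Hsp90aa1 differed by 0.00 ± 0.42 and that on Dnajb1 by -0.18 ± 0.49.

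What does retinoic acid change? It raised Pol II over Stra8, the meiotic entry gene (3.77 ± 0.29, adjusted p = 0.0281, 228 ± 67.1 against 16.8 ± 3.57 CPM, chromosome 6, 34920163 to 34939344), and Nrip1, a nuclear receptor corepressor gene (2.66 ± 0.22, 0.0294, chromosome 16, 76287400 to 76373827), and lowered it over the guidance cue gene Ntn1 (-3.09 ± 0.23, 0.0281, 236 ± 31.6 against 2012 ± 61.8 CPM, chromosome 11, 68209364 to 68400823). Other small p were those of Scube3 (1.70 ± 0.21, 0.165), Slc23a4 (1.59 ± 0.22, 0.216), Tdh (-2.46 ± 0.26, 0.0832), Cobl (-1.51 ± 0.21), Bcat2 (-1.50 ± 0.21) and Gcnt2 (-1.47 ± 0.21). These 3 of 16350 genes were the calls of the quasi-likelihood test (1008 at an unadjusted p under 0.05), against 44 higher and 88 lower by the likelihood-ratio test and 36 and 51 by DESeq2. With the replicate number as a block 777 genes rose and 1086 fell, including those 3. The growth factor receptor gene Pdgfrb (1.73 ± 0.17, 4.8e-21) and the caudal homeobox gene Cdx1 (1.32 ± 0.24, 1.2e-06) rose. Tdh (-2.46 ± 0.26, 3.0e-20), the LIM homeobox gene Isl1 (-2.16 ± 0.39, 6.0e-07), Bnc2 (-2.09 ± 0.11, 2.8e-69), Sox3 (-1.82 ± 0.54, 0.00658), Ndrg1 (-1.82 ± 0.23, 4.8e-13), the Wnt inhibitor gene Dkk1 (-1.78 ± 0.55, 0.0116) and Myc (-1.32 ± 0.24, 1.7e-06) fell.

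Retinoic acid targets rose (2 of 18 and 8 over the list alone, camera adjusted p = 9.0e-17, adjusted p = 0.390 with an estimated correlation), and with the block 8 rose and 1 fell (8 and 2 over the list alone). All 24 pluripotency genes lay below 0 (median -0.77, 0 past the threshold, 8 over the list alone, camera adjusted p = 5.3e-21, adjusted p = 0.390 with an estimated correlation). With the block 14 passed, among them the demethylase gene Tet1 (-1.57 ± 0.11, 2.1e-42), Mycn (-1.48 ± 0.37, 0.00131) and the nuclear receptor gene Esrrb (-1.44 ± 0.11, 5.0e-36). In the blocked fit the primitive endoderm markers Foxa2 (-1.38 ± 0.31, 2.2e-04), Sox17 (-1.01 ± 0.22, 8.6e-05) and Gata4 (-0.46 ± 0.12, 0.00327) and 4 of 9 neuroectoderm and epiblast markers fell, led by Otx2 (-1.26 ± 0.21, 8.3e-08) and Pax6 (-0.67 ± 0.15, 1.9e-04). The mesoderm marker Wnt3 (0.48 ± 0.15, 0.0142) and the Pol III initiation factor gene Brf2 (1.54 ± 0.34, 1.5e-04) rose. Pol II also fell there over 28 of 74 ribosomal protein genes and 15 of 22 genes of the translation list, for example Eef2 (-0.71 ± 0.11, 2.3e-08). Spike-in factors formed here from the deposited read numbers moved the median of all genes in this comparison to -0.25 and the calls to 10 higher and 106 lower.

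Does the retinoic acid response need TBP? In IAA-treated cells retinoic acid left Stra8 at 3.66 ± 0.30 (adjusted p = 0.0848), Nrip1 at 2.49 ± 0.23 (0.0877), the hyaluronan synthase gene Has1 at 2.66 ± 0.31 (0.115), Pdgfrb at 1.75 ± 0.22 (0.14), Ntn1 at -2.59 ± 0.26 (0.105), Bnc2 at -2.10 ± 0.22 (0.105) and Tet1 at -1.54 ± 0.20 (0.154). The quasi-likelihood test called 0 of 16395 genes (629 at an unadjusted p under 0.05), the likelihood-ratio test 40 higher and 32 lower, and DESeq2 34 and 33. With the block 298 genes passed, of which 175 fell. The receptor gene Kit (1.96 ± 0.19, 2.5e-06), Cdx1 (1.96 ± 0.26, 7.2e-05), the retinoid hydroxylase gene Cyp26c1 (1.83 ± 0.21, 1.5e-05) and Stra8 (3.62 ± 0.20, 1.7e-10) were among the rises, with 8 of 18 retinoic acid targets higher and 6 of 23 pluripotency genes lower. Of 1853 genes called without IAA in the blocked fit 1761 had the same direction with it and 92 the other. All 298 had the same direction without IAA, and 114 rose and 157 fell in both, where 5.95 and 11.8 would be shared if independent.

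IAA added to retinoic acid gave 0 calls among 16439 genes in the quasi-likelihood test, the likelihood-ratio test and DESeq2 (104 at an unadjusted p under 0.05, 56.1% bounded within 2-fold). With the block 66 genes rose and 105 fell: 1110038B12Rik (-2.03 ± 0.32, 2.0e-05), Dipk1b (-1.77 ± 0.24, 1.2e-06), Hspa8 (-1.77 ± 0.11, 6.1e-18), Slc35b2 (-1.44 ± 0.11, 2.2e-14), Pabpc4 (-1.41 ± 0.12, 7.3e-14), Snx5 (-1.28 ± 0.09, 6.6e-17), Klhl13 (-1.10 ± 0.19, 1.4e-04) and Nap1l1 (-1.02 ± 0.10, 6.1e-11) fell. The interferon-induced gene Ifit2 (1.89 ± 0.52, 0.0438), the riboflavin transporter gene Slc52a3 (1.20 ± 0.31, 0.0289), Trp53cor1 (0.92 ± 0.14, 2.7e-05) and Gtse1 (0.83 ± 0.11, 1.6e-06) rose. Here too p53 targets rose (5 of 16, 10 over the list alone, camera adjusted p = 7.9e-13, adjusted p = 0.688 with an estimated correlation), with Bax at 1.03 ± 0.21 (0.00206), Cdkn1a at 0.75 ± 0.15 (0.00304), the stress sensor gene Sesn2 at 0.60 ± 0.13 (0.00674) and the p53 ubiquitin ligase gene Mdm2 at 0.58 ± 0.10 (1.5e-04). The stress genes Trib3 (0.97 ± 0.23, 0.0195) and Ddit3 (0.66 ± 0.17, 0.0425) rose. The retinoic acid by IAA interaction called 0 of 17032 genes (118 at an unadjusted p under 0.05, likelihood-ratio test 0; with the block 0 passed and 580 had an unadjusted p under 0.05), with 34.5% of genes bounded within 2-fold.

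Does loss of TRF2 change Pol II in B8? The smallest p were those of the snoRNA host gene Snhg4 (-2.61 ± 0.33, adjusted p = 0.113, 71.1 ± 26.8 against 443 ± 14.8 CPM), Morf4l2 (-1.41 ± 0.24, 0.575), the RNA-binding protein gene Tardbp (-1.25 ± 0.22), the cytokinesis gene Cep55 (-1.05 ± 0.20) and the semaphorin receptor gene Nrp2 (-1.71 ± 0.34) downward. Upward came Tmcc3os (2.37 ± 0.40), the sugar transporter gene Slc2a12 (1.19 ± 0.22), BC067074 (1.25 ± 0.23), the adenylyl cyclase gene Adcy1 (1.05 ± 0.21) and Rnf144a (0.95 ± 0.20). Slc2a12 adjoins and overlaps Tbpl1 by 407 bases, so its value is read with the deletion in mind. The quasi-likelihood test called 0 of 14622 genes (863 at an unadjusted p under 0.05), the likelihood-ratio test 8 higher and 13 lower, and DESeq2 8 and 8. With B8 run 6 alone 535 genes were called and with run 8 alone 785. Ribosomal protein genes lay below 0 in 72 of 74 (median -0.53, 1 over the list alone, camera adjusted p = 3.3e-23, adjusted p = 0.657 with an estimated correlation). No run held both lines, so line and run are confounded.

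Which genes respond to IAA when TRF2 is absent? In B8, Pol II rose over 17 genes and fell over 21 of 12686 (1448 at an unadjusted p under 0.05, likelihood-ratio test 100 and 97, DESeq2 86 and 118). These 38 calls became 0 without IAA library run6_rep1 and 4 without IAA library run6_rep2. Without control library run6_rep2, which stands apart, 49 genes rose and 106 fell, all 38 among them. Leaving out any other library gave 10 to 16 calls. The strongest rises were the p53-induced non-coding RNA gene Trp53cor1 (2.30 ± 0.40, adjusted p = 0.0453, 268 ± 166 against 54.3 ± 12.5 CPM), the mast cell receptor gene Milr1 (1.89 ± 0.25, 0.0122), the mitochondrial protease gene Clpp (1.85 ± 0.26, 0.0131), Tmem238 (1.67 ± 0.31, 0.0469) and the calcium channel gene Cacng1 (1.67 ± 0.24, 0.0162). They were followed by the chemokine gene Ccl5 (1.57 ± 0.29, 0.0469), Stpg4 (1.51 ± 0.16, 0.00783), the mitochondrial DNA polymerase gene Polg2 (1.45 ± 0.21, 0.0167), Polr2a, the largest Pol II subunit gene (1.43 ± 0.19, 0.012, 250 ± 27.9 against 92.2 ± 21.5 CPM), and the respiratory complex I gene Ndufb10 (1.28 ± 0.19, 0.0167). The strongest falls were Dipk1b (-2.12 ± 0.27, 0.00982), 1110038B12Rik (-2.04 ± 0.33, 0.0255), Rpl13a (-1.94 ± 0.32, 0.0307), Snx5 (-1.88 ± 0.23, 0.00982) and Pabpc4 (-1.72 ± 0.30, 0.041). Pol II also fell over Lrrc75a (-1.67 ± 0.23, 0.0151), the prenyltransferase gene Rabggtb (-1.65 ± 0.30, 0.0469), Hspa8 (0.0167, 92.5 ± 24.7 against 287 ± 72.7 CPM), the odorant receptor gene Olfr986 (-1.62 ± 0.28, 0.0386), Rab26 (-1.50 ± 0.17, 0.00783) and Sesn2 (0.0386). Milr1 and Polg2 share 542 bases and Trp53cor1 shares 2738 with the antisense Gm41556, which leaves each of these rises uncertain as to its gene.

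With run as a block 332 genes rose and 458 fell in B8, all 38 of the unblocked calls among them, while run 6 alone gave 17 calls and run 8 alone 2753. The blocked fit lowered 24 of 66 ribosomal protein genes (Rps9 -1.30 ± 0.17, 3.5e-04, Rps3 -1.10 ± 0.13, 2.4e-04) and 12 of 22 genes of the translation list (Npm1 -1.35 ± 0.13, 5.3e-05, Nap1l1 -1.05 ± 0.16, 0.00171, Tpt1 -1.04 ± 0.19, 0.00483), where the unblocked fit had 1 of each (1 and 4 over the list alone). It lowered the pluripotency genes Nr5a2 (-0.89 ± 0.17, 0.00638), Tet1 (-0.71 ± 0.15, 0.0129), Tet2 (-0.65 ± 0.15, 0.0213) and Esrrb (-0.51 ± 0.11, 0.0158). Of p53 targets, Cdkn1a (-0.99 ± 0.16, 0.00244), Eda2r (-0.87 ± 0.15, 0.00326) and Sesn2 (-0.94 ± 0.14, 0.0013) fell and Rrm2b (0.89 ± 0.18, 0.00817) rose. The histone gene H4c11 (1.71 ± 0.29, 0.00234), the general factor gene Gtf2f1 (1.17 ± 0.16, 7.7e-04), Taf4b (0.47 ± 0.12, 0.0347), Lyn (1.59 ± 0.11, 3.2e-06) and Nfe2l2, the 1 of 6 aryl hydrocarbon receptor targets that passed (0.49 ± 0.14, 0.047), rose, and Taf1d fell (-1.07 ± 0.13, 2.2e-04).

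Does the response to 6 h of IAA differ between B8 and C64? The difference passed for 20 of 15338 genes, 16 higher and 4 lower in B8 (1288 at an unadjusted p under 0.05, likelihood-ratio test 56 and 30), and with the sets of run 2 as a block for 40 higher and 36 lower, all 20 among them. The balance of directions depends on single libraries: without B8 control run6_rep1 90 were higher and 76 lower, without run6_rep2, which stands apart from the other controls, 29 and 91, and without C64 control a 13 and 13. The largest differences upward were Clpp (2.08 ± 0.38, adjusted p = 0.0198), Milr1 (1.94 ± 0.20, 9.9e-05), Trp53cor1 (1.81 ± 0.23, 0.00115), Stpg4 (1.59 ± 0.21, 0.00115) and Polr2a (0.0142). Downward they were Mid1-ps1 (-1.56 ± 0.21, 0.00117), Erdr1 (-1.38 ± 0.21, 0.00396), the ubiquitin ligase gene Mid1 (-1.18 ± 0.18, 0.0043) and Bnc2 (-0.97 ± 0.18, 0.0282). Mid1-ps1 is by name a pseudogene of Mid1, and Erdr1 lies beside Mid1 on X, so their values may not be independent. Gtf2f1 (0.0423) was the 1 of 35 general transcription factors and TAFs to pass. As a list p53 targets were lower in B8 (0 of 15, 5 over the list alone, camera adjusted p = 0.00553, adjusted p = 0.546 with an estimated correlation). Rab26 (-0.05 ± 0.21, 0.97) and Eif4a2 (0.14 ± 0.24, 0.916) stood near 0. The fit of the difference took B8 runs 6 and 8 as separate groups, so its error leaves out variation of the IAA effect between them. edgeR's biological coefficient of variation was 0.136 there, against 0.234 in the fit of IAA in B8. Since run and line are confounded, the differences between B8 and C64 cannot be assigned to TRF2.

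What does IAA do across all contexts? Averaged over C64 at 6 h and 16 h, heat shock, retinoic acid and the 2 B8 runs, Pol II fell over 131 genes and rose over 13 of 17873 (1783 at an unadjusted p under 0.05, likelihood-ratio test 41 higher and 215 lower), and 97.5% of genes were bounded within 2-fold of no change. The bound within 2-fold is relative to the other genes, since TMM scaling removes a change shared by all. The rises depend on single contexts. Without B8 run 6 3 genes rose and 91 fell, and without B8 run 8 1 rose and 53 fell. Without C64 run 2 or run 3 7 rose. In contrast 19 rose and 99 fell without the heat shock context, and 17 rose and 139 fell without that of retinoic acid. The strongest falls were 1110038B12Rik (-2.14 ± 0.17, adjusted p = 7.8e-09), Dipk1b (-1.85 ± 0.23, 2.7e-05), the small nucleolar RNA genes Snord104 (-1.69 ± 0.29, 0.00104) and Snora43 (-1.66 ± 0.32, 0.00375) and Hspa8 (-1.62 ± 0.15, 1.6e-07). Pol II also fell over Pabpc4 (-1.54 ± 0.13, 3.1e-08), Rps9 (-1.20 ± 0.18, 2.5e-04), Rab26 (-1.15 ± 0.14, 2.3e-05) and the nucleolar chaperone gene Npm1 (-0.97 ± 0.15, 4.0e-04). Lower as well were Pabpc1 (-0.96 ± 0.12, 2.3e-05), Nap1l1 (-0.95 ± 0.15, 5.9e-04), 2700038G22Rik (-0.94 ± 0.22, 0.0318), Hsp90ab1 (-0.93 ± 0.16, 0.00143), Eif4a2 (-0.89 ± 0.14, 9.0e-04) and Rfc4 (-0.81 ± 0.15, 0.00325). Smaller falls were those of Taf1d (-0.77 ± 0.17, 0.0173), Rps3 (-0.63 ± 0.13, 0.00854), Rpl3 (-0.62 ± 0.15, 0.0476), Hsph1 (-0.53 ± 0.11, 0.0149), Tet2 (-0.52 ± 0.09, 0.00143) and Nr5a2 (-0.47 ± 0.11, 0.0363). Rfc4 overlaps Eif4a2 by 194 bases. The strongest rises were Trp53cor1 (0.98 ± 0.18, 0.00447), the SUMO protease gene Senp3 (0.71 ± 0.10, 7.8e-05), Hcfc1r1 (0.66 ± 0.17, 0.0475), the tyrosine kinase gene Lyn (0.66 ± 0.13, 0.0101) and Cyp2c52-ps (0.60 ± 0.13, 0.017).

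**Figure D2:**
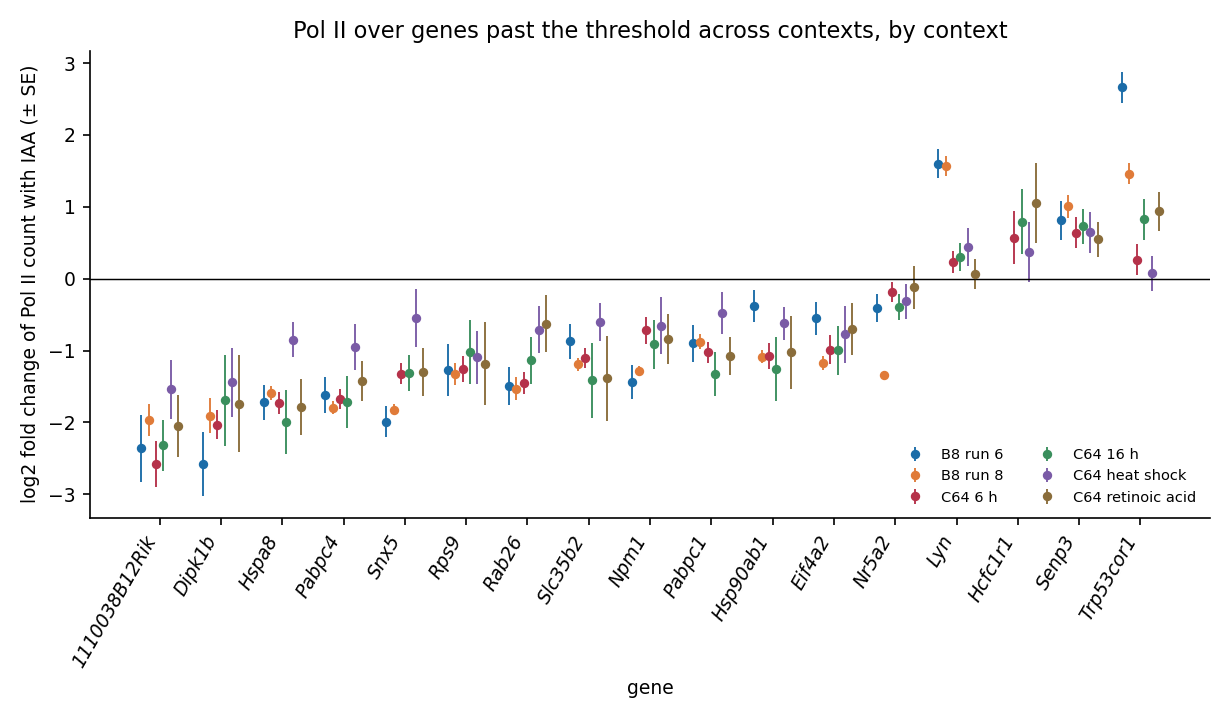
Log2 fold change with IAA of 17 genes in the 6 contexts where measured, points with standard error bars from 2 against 2 libraries each. The 7 genes called after 6 h lie below 0 in every other context measured.

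Of the 131 lower genes, 126 were measured in all 6 contexts and 118 of these were below 0 in every one, which follows in part from their selection by the average of the same contexts. Over 11530 genes the log2 fold changes of any 2 contexts had correlations of only -0.112 to 0.361. Lower as lists with IAA were the translation list (7 of 22 lower, 10 over the list alone, camera adjusted p = 5.3e-24, adjusted p = 0.390 with an estimated correlation), ribosomal protein genes (8 of 75, 31 over the list alone, 1.3e-21, adjusted p = 0.546 with an estimated correlation), and snoRNA host genes (3 of 21, 8 over the list alone, 2.8e-10, adjusted p = 0.390 with an estimated correlation). So were heat shock chaperones (3 of 25, 0.00452, adjusted p = 0.657 with an estimated correlation), snoRNA genes (2 of 4, 3 over the list alone, 4.2e-08, adjusted p = 0.0213 with an estimated correlation) and pluripotency genes (2 of 26, 5 over the list alone, 5.1e-08, adjusted p = 0.0213 with an estimated correlation). With blocks in runs 2 and 3 the estimated correlation gave an adjusted p of 0.101 for pluripotency genes and of 0.0303 for the snoRNA genes, the translation list and the snoRNA host genes, while with the numbers of run 3 and B8 as blocks no list passed (0.0621 for each of these 4). Actb (-0.23 ± 0.13, 0.562), Hsp90aa1 (-0.07 ± 0.13), Dnajb1 (-0.03 ± 0.12), Stra8 (0.02 ± 0.14), Cdx1 (0.00 ± 0.14), Myc (-0.17 ± 0.13) and Tbpl2 (0.56 ± 0.35, 0.636), the gene of the second TBP paralog, did not pass. Of the 12 genes named in the study's text 2 passed, Rab26 and Eif4a2, and that list was picked from these libraries and is not independent evidence. Aryl hydrocarbon receptor targets, fixed because IAA is an indole, had 0 of 9 past the threshold (2 higher over the list alone, median 0.17, camera adjusted p = 0.0224, adjusted p = 0.546 with an estimated correlation). With blocks in runs 2 and 3, chosen after the data were seen, 116 genes rose and 570 fell, and scaling by library totals alone gave 49 higher and 104 lower.

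Other lists stayed quiet across contexts in the quasi-likelihood test: p53 targets (0 of 16, 2 higher over the list alone, camera adjusted p = 0.142), Pol II subunits (0 of 11, median 0.00), replication-dependent histone genes (0 of 43, median 0.06), primitive endoderm markers (0 of 12, median 0.06), mesoderm markers (0 of 9, median 0.08), fibroblast markers (0 of 9, median 0.24) and Pol III-transcribed genes (0 of 3, median -0.33). The 2-cell-like markers and spliceosomal snRNA genes had fewer than 3 measured members and no list test. Over all comparisons camera made 86 of 288 list calls at its preset correlation and 2 with an estimated one, both across contexts, and fry made 4.

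Are genes with a TATA box affected more? Among the 131 genes lower across contexts, 67 were of 3953 tested genes on the TATA list and 62 of 12694 on the TATA-less list, and 2 and 10 were higher. As whole lists the 2 classes did not part: the difference of medians was 0.00 (camera adjusted p = 0.897, 0.885 with an estimated correlation), and camera called 0 of 15 comparisons. After 6 h, 3 TATA genes and 4 TATA-less genes were lower, and with the block 77 of 3517 and 94 of 11686. Heat shock raised 89 TATA and 160 TATA-less genes and lowered 57 and 174, and IAA in B8 raised 3 and 14 and lowered 9 and 11.

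What do the spike-in reads say about TBP and Pol II levels? Medians of ratios were taken on the log scale here, so for 2 pairs each is their geometric mean. Where 2 pairs lie far apart this is well below their arithmetic mean. Genomic reads per spike-in read with IAA relative to control, the median over pairs of same-numbered libraries with lowest and highest, were for TBP 0.624 in C64 run 2 (below 1 in both pairs), 0.482 (0.374 to 0.621) in run 3, 0.756 (0.337 to 1.69) under heat shock, 0.472 (0.393 to 0.567) under retinoic acid, 0.587 (0.562 to 0.612) in B8 and 0.536 (0.525 to 0.547) in B8 cells carrying HA-tagged TRF2. For Pol II they were 1.11 (0.564 to 2.19) in run 2, 0.806 (0.621 to 1.05) in run 3, 0.875 (lowest 0.510, the other pair above 1) under heat shock, 0.939 (0.907 to 0.972) under retinoic acid, 0.690 (0.624 to 1.47) in B8 and 0.626 (0.566 to 0.692) in the HA-TRF2 cells. The ratio was below 1 in 11 of 12 TBP pairs and in 9 of 13 Pol II pairs, and in run 2, run 3, under heat shock and in B8 the Pol II pairs lay on both sides of 1. In B8 the 1 pair above 1 is that of control run6_rep2, which stands apart. Pol III stood at 0.631, HA-TRF2 at 0.653, TAF1 at 0.946 (0.689 to 1.17, below 1 in 0 of 2 pairs of run 6 and 2 of 2 of run 8), TAF4 at 1.08 and TFIIA at 0.986. Exact permutation tests of the groups, which make no use of the pairs although these differ widely in level, gave p from 0.333 to 1 with 2 libraries against 2, where 0.333 is the smallest possible. With 4 against 4, where 0.0286 is the smallest possible, TAF1 gave an exact p of 0.743, which joins runs of opposite direction. With 4 against 3 Pol II in B8 gave an exact p of 0.8. The ratio counts reads of the whole library and does not separate specific from background reads. The study reported lower promoter signal with IAA for TBP, TAF4 and TFIIA, which this ratio cannot test. IgG libraries of C64 run 2 had 0.619 and 3.27 genomic reads per spike-in read. Same-numbered TBP libraries had 3.46 and 5.25 with IAA and 7.11 and 6.56 in control. In replicate 2 of run 3 TBP had 0.429 with IAA and 1.15 in control, and IgG had less than either. Background was not subtracted.

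**Figure D3:**
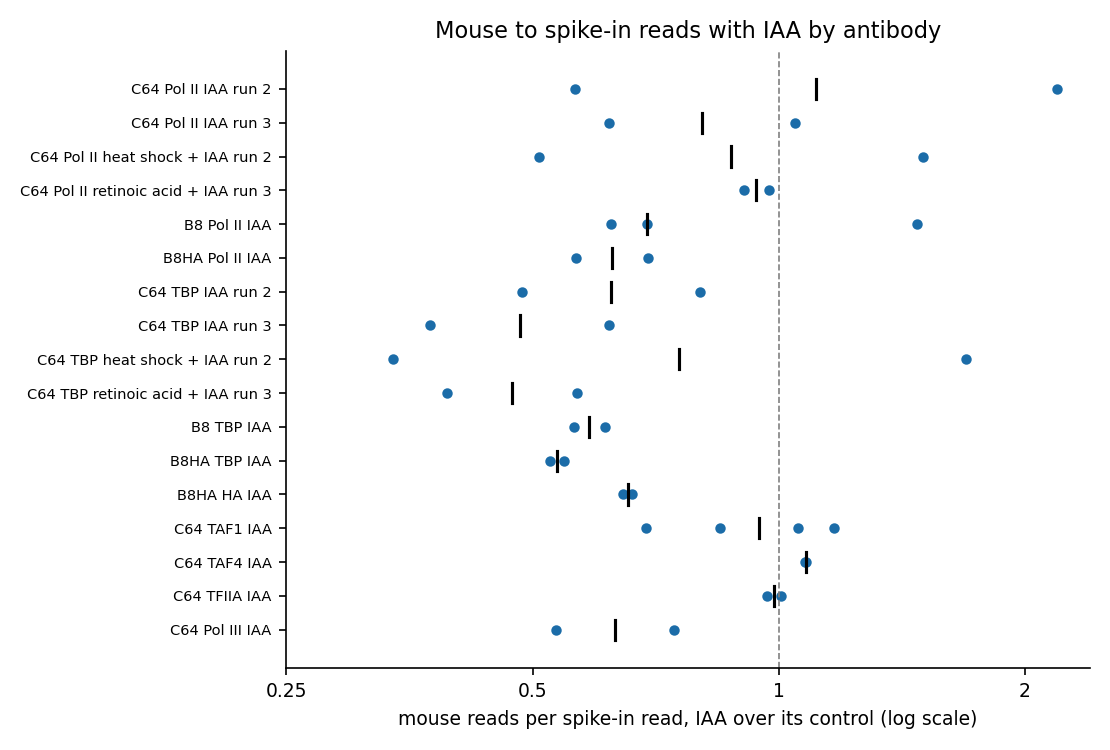
Ratio with IAA to control of genomic reads per spike-in read on a log axis, each point a same-numbered pair of libraries. Each black line is the median of its group, and all medians were taken on the log scale. TBP medians lie between 0.472 and 0.756, a range that also holds Pol II in B8 (0.690) and in the HA-TRF2 cells (0.626), HA-TRF2 (0.653) and Pol III (0.631), and those of TAF1, TAF4 and TFIIA lie between 0.946 and 1.08.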

Values the study reported

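The study reported 29 genes with less Pol II after 6 h of IAA. For heat shock it gave 392 genes with more and 374 with less Pol II, and for retinoic acid 44 with more and 88 with less. In B8 compared with C64 it counted 13 genes up and 8 down, and after TBP depletion in B8 100 genes down and 97 up.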

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

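Of the tests of this part, the fit of all gene types in B8, which gives its last 3 genes, was chosen only after the data were seen.

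By the test of the difference itself, whose error leaves out variation of the IAA effect between the B8 runs, 20 genes passed. For these the response to 6 h of IAA differed between B8 and C64. It was higher in B8 for Clpp (2.08), Milr1 (1.94), Trp53cor1 (1.81), Stpg4 (1.59), Polr2a (1.36), the tyrosine kinase gene Lyn (1.36), the Wnt effector gene Tcf7 (1.35), the vitamin K carboxylase gene Ggcx (1.31), the Ran exchange factor gene Rcc1 (1.29), the nuclear non-coding RNA gene Malat1 (1.26), Gtf2f1 (1.25), Prss12 (1.20), Polg2 (1.20), Mettl23 (1.05), the bromodomain gene Brd2 (1.05) and Frem3 (1.01). It was lower for Bnc2 (-0.97), Mid1 (-1.18), Erdr1 (-1.38) and Mid1-ps1 (-1.56). Mid1-ps1 is by name a pseudogene of Mid1, and Erdr1 lies beside Mid1 on X, so these may not be separate changes.

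For the 20 genes the B8 control library that stands apart does not explain the difference, since all 20 kept direction and threshold without it. All 20 also kept them without B8 control run6_rep1. Fewer did without other B8 libraries: 8 without IAA run6_rep2, run8_rep1 or run8_rep2, and 15 without IAA run6_rep1. Without control run8_rep1 9 kept them, and without control run8_rep2 12. The library that stands apart does bear on the balance, as do others: 29 genes were higher and 91 lower without it, 90 and 76 without B8 control run6_rep1. A change over a stretch of chromosome stays open: 65% of the genes had a neighbour within 100 kb moved the same way, against a median of 35% and a 95th percentile of 50% for 10000 random sets, as for Clpp and Gtf2f1 on chromosome 17, Milr1 and Polg2 on chromosome 11, and Mid1 and Erdr1 on X. Sequencing run cannot be told apart from cell line, as 0 runs hold count libraries of both, and loss of TRF2 is equally untested.

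Trp53cor1 in B8 control run6_rep1, at 68.0 CPM, lay apart from its group in a spacing test of 52 groups, of which about 1 in 20 is expected by chance. Of the 1012 tested genes that the B8 tables hold outside the genes compared, 3 passed the threshold with IAA: Gm50333 (1.77), Gm41556 (2.51), which is antisense to Trp53cor1, and Gm28037 (-1.33).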

How the results depend on the processing

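The replicate blocks by the sets of run 2 names and in the contexts, the fit without B8 control run6_rep2 in the contexts and the fits of all gene types in B8 were chosen after the data were seen.

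IAA for 6 h (7 genes): likelihood-ratio test 29, DESeq2 27, minimum count 10 12, replicate block 193, joint fit of the run 0. Leaving out 1 library gave 6 to 37: 22 without control a, 28 without IAA a and 37 without IAA b. IAA for 16 h (0): likelihood-ratio test 2, DESeq2 4, no filter 1, replicate block 353, and 0 to 32 without 1 library (10 without control 1, 32 without control 2, 2 without IAA 1).

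Heat shock (494 genes): likelihood-ratio test 792, no filter 159, replicate block 1373, joint fit 278. Leaving out 1 library gave 120 (control b), 228 (control a), 927 (heat shock b) and 2589 (heat shock a). Heat shock under IAA (231): likelihood-ratio test 765, DESeq2 447, library totals alone 401 (225 up, 176 down, median of all genes 0.13), no filter 955, replicate block 1609, and 95 (without IAA a), 98 (IAA b), 607 (heat shock with IAA b) or 2786 (heat shock with IAA a). IAA under heat shock (0): replicate block 108, and 0 or 1 without 1 library (1 without heat shock b, and without heat shock with IAA b).

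Retinoic acid (3 genes): likelihood-ratio test 132, DESeq2 87, no filter 43, replicate block 1863, joint fit 5, spike-in factors 116, and 11 to 57 without 1 library (control 1 12, control 2 48, retinoic acid 1 11, retinoic acid 2 57). Retinoic acid under IAA (0): likelihood-ratio test 72, DESeq2 67, minimum count 10 3, no filter 68, block 298, joint fit 6, spike-in factors 1, and 3 (without IAA 1), 17 (IAA 2), 104 (retinoic acid with IAA 1) or 144 (retinoic acid with IAA 2). IAA under retinoic acid (0): block 171, and 0 to 5 without 1 library (retinoic acid 2 4, retinoic acid with IAA 1 5, retinoic acid with IAA 2 3). Swapping labels within the pairs of run 2 or run 3 left 0 genes in each of these blocked comparisons. With 2 libraries per group a swap puts the treatment effect into the residual spread. It therefore says nothing about false calls among the blocked genes.

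B8 against C64 (0): likelihood-ratio test 21, DESeq2 16, library totals alone 1, run 6 alone 535, run 8 alone 785, and 0 or 1 without 1 library (1 without B8 control run6_rep2). IAA in B8 (38): likelihood-ratio test 197, DESeq2 204, replicate block 467, run block 790, run 6 alone 17, run 8 alone 2753. Leaving out 1 library gave 0 (IAA run6_rep1) to 155 (control run6_rep2), with 4 for IAA run6_rep2, 16 for IAA run8_rep1, 12 for IAA run8_rep2 and 10 for each of the other 3 controls. All gene types gave 0 and 38.

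Interactions of IAA with heat shock and retinoic acid gave 0 under every setting tried, and that with duration 0 except with replicate blocks (7). Line by IAA (20): likelihood-ratio test 86, replicate block in run 2 76, and 8 to 166 without 1 library (8 for B8 IAA run6_rep2, run8_rep1 or run8_rep2, 9 for B8 control run8_rep1, 12 for B8 control run8_rep2 or C64 control b, 120 for B8 control run6_rep2 with 29 higher and 91 lower, 166 for B8 control run6_rep1 with 90 higher and 76 lower). Across contexts (144): likelihood-ratio test 256, replicate block in runs 2 and 3 686, in run 3 and B8 239, in all runs 641. Without B8 control run6_rep2 there were 173. By context left out there were 54 (B8 run 8), 79 (C64 run 3), 92 (C64 run 2), 94 (B8 run 6), 118 (heat shock) or 156 (retinoic acid). Camera list calls (86) were 2 with an estimated correlation, and fry made 4.

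A minimum count of 10 lowered the share of genes bounded within 2-fold: 6 h 76.8%, 16 h 64.3%, heat shock 51.3%, IAA under heat shock 57.3%, retinoic acid 52.5%, IAA under retinoic acid 52.0%, B8 against C64 54.5%, B8 IAA 69.0%, heat shock under IAA 51.8%, retinoic acid under IAA 50.4%, interactions with heat shock 40.2%, retinoic acid 31.4%, duration 45.4% and line 51.3%, contexts 91.6%. Of 3587 gene values under alternatives 2985 were the same, 325 weaker and 277 stronger, and 0 reversed.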

Other observations

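Tests of the TATA list as a whole, of the splits parting the pairs of run 3 or of runs 2 and 3, of the B8 splits balanced for run and of both patterns in the blocked fit, were chosen only after the results were seen, as were the genes of the next paragraph.

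Outside the fixed lists, the genes over which Pol II fell across contexts include those of the chaperones Hspa5 (-0.68) and Hsp90b1 (-0.50), the disulfide isomerases P4hb (-0.74) and Pdia6 (-0.68), the glucose transporters Slc2a1 (-0.59) and Slc2a3 (-0.39), the glycolytic enzymes Pkm (-0.50) and Gpi1 (-0.45) and the transferrin receptor Tfrc (-0.44). It also fell over the polyamine enzyme gene Odc1 (-0.88), the glutamine synthetase gene Glul (-0.82), Ahcy (-0.92), Ctsl (-1.01), the proteoglycan gene Sdc4 (-0.86), the cytoskeletal actin gene Actg1 (-0.76), the hypoxia factor gene Epas1 (-0.56), the remodeller gene Chd4 (-0.57) and the autophagy receptor gene Sqstm1 (-0.54). Nt5e (0.57), Ntn3 (0.45), Fam120c (0.49) and the Ets factor gene Elf1 (0.33) rose. These are single genes picked by hand, and no group of them was tested.

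Genes on the TATA list were more often lower across contexts than genes on the TATA-less list (1.70% against 0.488%, odds ratio 3.51, Fisher p = 4.0e-12). Expression level and gene length did not remove this (3.54 with both in the model, lower bound 2.48, upper 5.05), nor did leaving out ribosomal protein, translation list and snoRNA host genes (3.17, lower bound 2.14, upper 4.68). In the fit with blocks in runs 2 and 3 182 of 3953 against 367 of 12694 were lower and the ratio was smaller (1.70 with both in the model, lower bound 1.41, upper 2.06). Over 10000 resamples of genes the difference of medians had a 95% interval from -0.0100 to 0.0045. The resamples take genes as independent and hold no spread between libraries. Within these libraries the interval argues against a loss over the list as a whole. A greater need for TBP at a minority of TATA genes may therefore be a candidate explanation, noticed and tested on the same data and not tested otherwise.

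Genes that host small nucleolar RNAs were also overrepresented among those lower: 18 of 266 against 113 of 17607 other genes (6.77% against 0.642%, odds ratio 11.2, Fisher p = 9.5e-13). They include 1110038B12Rik, Hspa8, Pabpc4, Snx5, Rabggtb, Nap1l1, Eif4a2, Odc1, Tpt1, Taf1d, Eef1b2, Rps3, Rpl3, Rpl23, G3bp1 and Top2a. With CPM and length in the model the ratio was 4.10 (lower bound 2.33, upper 7.19). Without ribosomal protein and translation list genes it was 3.29 in that model (lower bound 1.63, upper 6.65). In the fit with blocks the ratio was 3.36 for all host genes (lower bound 2.34, upper 4.82) and 2.42 without those lists (lower bound 1.57, upper 3.745). Expression level, length and these lists thus account for a large part of the excess but not all of it, since the lower bounds stay above 1. A promoter type shared by host genes may be involved in the rest, which was not tested.

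Other splits of the libraries test whether the counts of genes could arise by chance. For B8 IAA the real split gave 38 genes and the highest other 2764, so chance is not excluded by all splits together (2 of 35 gave as many). That other split follows the sequencing run, which points to a structure of the samples, and the fit with run as a block gave 790. Among the 18 splits that hold 2 libraries of each run in each group, 1 gave as many, the real one itself, and the highest other was 0; these are too few splits for a share under 0.05. Across contexts the real split gave 144 and the highest other 3529 (5 of 100 gave as many), where the 4 larger ones part 0 of the same-numbered run 3 pairs. Among the 38 of these that part all pairs of run 3 as the real one does, 1 gave as many, the real one itself, and the highest other was 0, but that leaves the sets of run 2 aside. Of 100 splits drawn to part all pairs of both runs, 1 gave as many, the real one itself, and the highest other was 1, so chance is excluded for splits that part the pairs as the real one does.

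In C64 under the block p53 targets rose with IAA for 16 h and with retinoic acid and IAA (adjusted p = 0.688 with an estimated correlation in both), while in B8 after 6 h Cdkn1a, Eda2r and Sesn2 fell and Rrm2b rose (0.89, 0.00817). Line, run and duration all differ between these, and the test of the difference at 6 h is given in the report. No cells without the degron were treated with IAA, so effects of IAA and of TBP loss are not separable here.

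At the thresholds stated by the study, 8 genes were higher and 13 lower in B8 than in C64 by the likelihood-ratio test, and 100 were higher and 97 lower with IAA in B8. Relative to the counts quoted from the study the directions are exchanged in both comparisons, and why is not known. In these tables Tbpl1 lies at 0 to 4.37 CPM in the B8 libraries and at 6.23 to 16.0 CPM in those of C64, and 6 of the 7 genes lower after 6 h in C64 are lower in B8 with IAA too (0.0116 if independent), which argues against exchanged columns here.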
